A study of Mus musculus with 11 samples. Its data were reported in "Osteocyte Egln1/Phd2 links oxygen sensing and biomineralization via FGF23" (2023).

How the data were processed

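Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, in MPC2 cells. MPC2 is a conditionally immortalised mouse mesenchymal progenitor line that proliferates at a permissive temperature and differentiates in osteogenic medium. The 11 samples fell into 4 groups by their labels: 3 undifferentiated cultures (MSCs) with vehicle (DMSO), 3 MSC cultures with FG-4592, 2 osteocyte cultures with vehicle and 3 osteocyte cultures with FG-4592. Osteocytes had been differentiated for 3 weeks. FG-4592 (Roxadustat), an inhibitor of the HIF prolyl hydroxylases, was given at 50 uM for 48 hours.

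The authors trimmed the reads with Trim Galore, aligned them to the mm10 mouse genome with Bowtie2, removed duplicates with Picard, and discarded reads of low mapping quality and mitochondrial reads. The authors called peaks with MACS2, merged the peaks of several samples, removed ENCODE blacklist regions, counted cuts per region with pyDNase, dropped regions with few cuts, normalised with TMM and tested differences with edgeR. A shift of read ends for the Tn5 offset was not stated, and a library removed by the authors for quality was not analysed here. Merging makes a region as wide as the union of the peaks under it, so widths depend on the number of libraries that contributed.

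The deposited list used here held 94963 merged regions with a chromosome, start, end and 1 value each, without a header. The deposited value was read as the average log2 CPM (cut counts scaled to library size) over all samples, because it fell below 0 in 460 regions and because 2 to the power of the value summed to 1012760 over the list. That reading was inferred from the values. The list gave no value per sample and did not name the samples behind a region. The depth of each sample was therefore unknown, no replicate error could be given, and the 5 comparisons planned between groups (FG-4592 against vehicle in each cell stage, osteocytes against MSCs with and without drug, and their interaction) were not run, nor was the number of regions called per group. The results describe the 1 pooled list, and intervals for shares are 95% Wilson intervals that cover counting error only.

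Coordinates are mm10 and 1-based. Chromosome lengths were compared with the GRCm38 reference, the same assembly, and 0 regions ran past a chromosome end. Genes and transcripts came from GENCODE. A region within 1000 bp of an annotated transcript start was called promoter, and the remaining regions were called exon, intron or intergenic in that order. The share near transcript starts was compared with 1000 random placements of the same widths on the same chromosomes outside assembly gaps, and the spacing of neighbours with 1000 placements inside the span of each chromosome. Placed regions were free to overlap each other. Alternatives used 100 placements. A hypoxia response element (HRE) core was RCGTG on either strand, where R is A or G, and an AP-1 site was TGASTCA, where S is C or G. Each motif was compared with windows of the same width 10 kb to either side, leaving out windows that overlapped a region or held an unknown base, and with every rearrangement of its letters. The rearrangements of the HRE core were limited to the 24 with 1 CpG, the core included, and AP-1 had 1260. At 15 loci examined by the study, regions were counted from 20 kb upstream of the gene to its end and compared with protein-coding genes whose length differed by at most 20%.

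The named regions followed a rule fixed before the data were examined: every region at Fgf23 and Egln1, counts at the other loci, and the 5 widest regions, of which 1 is not reported here. The alternatives were regions at least 200 or 500 bp wide, regions within 500 bp joined, autosomes only, other windows around transcript starts, protein-coding genes only, region midpoints, stricter or looser motifs, the central 200 bp, flanks 50 kb away, other upstream distances, a spacing of 5000 bp, and full chromosome lengths.

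For the closing observations, 1-Mb windows with at least 90% called bases were fitted by Poisson regression on GC content and the number of transcript starts, leaving out each autosome in turn. CpG-rich promoters of protein-coding genes (GC content at least 55% and observed over expected CpG at least 0.6 within 500 bp of the start) were fitted on GC and CpG content, and the median residual of each chromosome was taken with a 95% interval from 2000 bootstraps. The first 1000 rows of the list were compared with 10000 lists drawn from later rows in matched strata. The statistics were tested on simulated data: an offset of 0.6 implanted on chromosome 16 among 8000 promoters came back as 0.66, a ratio of 1.5 implanted among 2530 windows as 1.51, and all 400 motifs implanted in 2000 sequences were found. An excess of 8 percentage points implanted among 50000 rows came back as 7.69 on average over 20 simulations. Apart from the implanted changes, the simulated chromosomes did not differ, with ratios from 0.954 to 1.01 on the other autosomes. Every simulated promoter had a region. Differences between chromosomes and promoters without a region were therefore not covered by these simulations. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.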

Results

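Accessible chromatin was profiled by ATAC-seq in 11 cultures of the MPC2 line, 3 MSC cultures with vehicle, 3 MSC cultures with FG-4592, 2 osteocyte cultures with vehicle and 3 osteocyte cultures with FG-4592. The design asked whether mimicked hypoxia changes accessibility, and whether the response differs between MSCs and osteocytes. The list analysed here pooled all cultures and held 1 value per region, the average log2 CPM as inferred from the values. No difference between groups could therefore be measured, and none of the values below has a replicate error. The depth of the individual cultures was unknown.

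The list held 94963 merged regions on 21 chromosomes, covering 56.2 Mb or 2.06% of the genome. No neighbouring regions overlapped. The median width was 460 bp, with quartiles of 292 and 789 bp and a range from 200 to 3628 bp, and 4412 regions had exactly the minimum width. Among the alternatives, keeping only regions at least 500 bp wide moved the set most, leaving 43265 regions with a median width of 832 bp. The median level was 2.12 log2 CPM, with quartiles of 1.23 and 3.35 and a range from -1.11 to 8.40. The 10% of regions with the highest level held 49.4% of the summed CPM. Wider regions had higher levels (Pearson r of 0.900 between log2 width and log2 CPM, Spearman rho of 0.912). This correlation is across regions, which are not independent replicates, and a wider region also collects more cuts.

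Promoter regions made up 22.7% of the list (21537 regions, 95% interval 22.4% to 22.9%). Random placements of the same widths gave 7.88% on average and at most 8.24% in 1000 draws, so that the observed share was 2.88 times the random mean. With regions at least 500 bp wide, the share rose to 34.7%. Introns held 37.3% of regions, intergenic sequence 33.3% and exons 6.73%. Promoter regions had a median width of 867 bp against 408 bp for all others, and a median level of 3.89 against 1.89 log2 CPM. The difference of 2.00 fell to 0.32 log2 CPM when regions were compared within 20 bins of width, and promoters were higher in each of the 20 bins. Promoter regions held 54.0% of the summed CPM.

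Neighbouring regions lay close together more often than randomly placed ones. Of 94942 neighbouring pairs, 10.6% were within 1000 bp of each other, against 6.25% on average and at most 6.49% in 1000 random placements. The median gap between neighbours was 8161 bp. Joining regions within 500 bp changed the direction of this comparison, with 4.53% of pairs within 1000 bp against 6.07% at random, since joining removes the closest pairs by construction. Among regions at least 500 bp wide the excess was small, with 3.83% of pairs against 3.47% on average and at most 3.68% in 100 random placements.

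The density of regions differed between chromosomes. Chromosome 16, singled out after the values were seen, had 62.1 regions per Mb of its span, 1.63 times the 38.1 regions per Mb of the other autosomes (95% interval 1.59 to 1.67). It ranked 1 among the autosomes, followed by chromosome 11 with 60.1 regions per Mb. Its regions were the narrowest of any chromosome, with a median of 387.5 bp, and had the lowest median level, 1.77 log2 CPM. With regions at least 500 bp wide the ratio was 1.29 and chromosome 16 ranked 4. The X chromosome had 9.49 regions per Mb, 0.243 times the 39.0 of the autosomes (95% interval 0.231 to 0.255). The Y chromosome held 7 regions, among them promoter regions of Kdm5d, Eif2s3y and Uty.

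**Figure D1:**
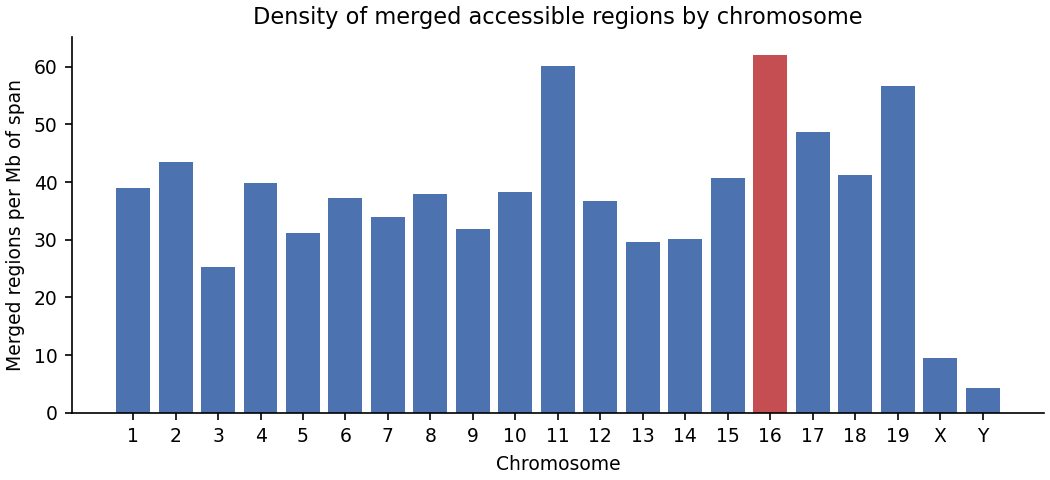
Bars give the number of merged regions per Mb between the first and the last region of each chromosome, from the 1 pooled list, with chromosome 16 in red. Chromosome 16 reaches 62.1 regions per Mb and the X chromosome 9.49.

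The HRE core occurs in sequences bound by HIF transcription factors, and its share of regions was measured because FG-4592 stabilises HIF. A match to so short a sequence does not show that HIF binds there. An HRE core was present in 46.2% of regions (43881 regions, 95% interval 45.9% to 46.5%). This share ranked 2 among the 24 arrangements with 1 CpG, whose other members had a median of 38.4%. Relative to flanks 10 kb away, where 38.2% of windows held a core, the HRE core was 1.20 times as frequent among the regions with a usable flank. That ratio ranked 24 of 24, the lowest, and the median ratio of the other arrangements was 1.35. The high share thus went with a high share in the flanks. Under the longer motif RCGTGC, the share was 18.6% and ranked 36 of 72, and its ratio of 1.44 was again the lowest of the 72. In promoter regions the share was 72.3% and the ratio 1.40, the lowest of the 24, with a median of 1.75 for the other arrangements. In all other regions the share was 38.6% and the ratio 1.12, which ranked 19 of 24, with a median of 1.19 for the others.

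**Figure D2:**
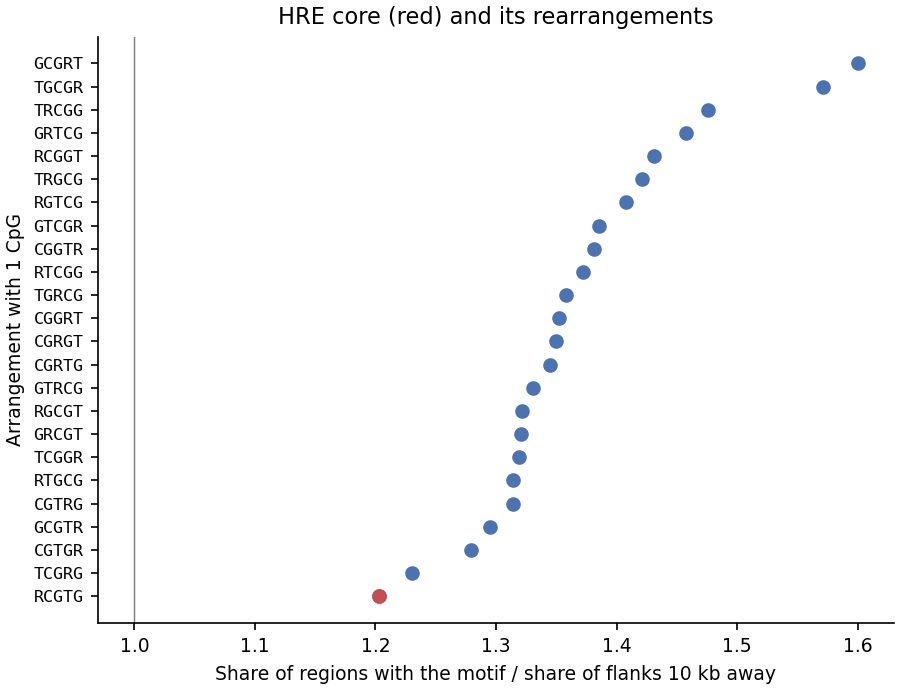
Each point gives, for 1 of the 24 arrangements of the HRE core letters with 1 CpG, the share of regions with the motif divided by the share of equally wide windows 10 kb away. The HRE core RCGTG, in red, has the lowest ratio at 1.20.

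An AP-1 site was present in 22.1% of regions (20945 regions, 95% interval 21.8% to 22.3%), against 9.01% of flanking windows. The ratio of 2.44 ranked 1 among the 1260 arrangements, whose other members had a median of 0.92, and the share ranked 9. Both strands were searched, so an arrangement and its reverse complement counted separately with the same values. The 1260 arrangements therefore held fewer distinct motifs. In the central 200 bp of regions the ratio was 3.67. The AP-1 ratio was 1.24 in promoter regions and 3.02 in all other regions, so the excess lay mainly away from transcript starts. With the looser motif TGANTCA the share rose to 28.1% and its ratio was 1.85.

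The 15 loci examined by the study held 76 regions, with at least 1 at each locus, and 110 regions when 50 kb upstream were included. Of the 15 loci, Egln2 stood highest relative to genes of similar length, with 6 regions and fewer regions at 94.3% of 2166 such genes. Only gene length was matched, and the 20 kb upstream can hold starts of other genes. Tnfsf11 had 8 regions, more than 92.2% of similar genes, and Gpr35 had 8 regions, more than 90.2%. Tfrc had 1 region, more than 15.7% of similar genes. Epas1 had 9 regions, Slc2a1 had 6, Vegfa, Phex and Tnfrsf11b had 5 each, Hif1a and Ero1l had 4 each, and Egln3 and Dmp1 had 3 each.

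Fgf23 (chromosome 6, 127072902 to 127081408, plus strand) had 3 regions, against a median of 2 at genes of similar length. It had 5 regions with 50 kb upstream and 2 with 10 kb. The upstream region spanned 127056843 to 127057900, in intergenic sequence, with its midpoint at -15531 bp relative to the transcript start. Its level of 4.69 log2 CPM was the highest of the 3, and it held 3 HRE core sites, where overlapping matches on both strands were counted as 1 site. The site at 127057183 to 127057188 was a palindromic CACGTG, in the context GGAAAGAGTCACGTGTGCTCATGGA. The promoter region, 127072540 to 127073218, covered the transcript start, the 5′ UTR and part of the coding sequence of exon 1, with a level of 2.89 log2 CPM and 2 HRE core sites. The region at 127079641 to 127080567 overlapped the coding sequence and the 3′ UTR of exon 3, with a level of 4.23 log2 CPM and 5 HRE core sites. None of the 3 regions held an AP-1 site.

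Egln1, which encodes Phd2 (chromosome 8, 124908587 to 124949324, minus strand), had 6 regions, more than 72.7% of 2054 genes of similar length. The highest level, 5.11 log2 CPM, was at 124926040 to 124927112 in intron 1, with its midpoint 22748 bp after the transcript start. This region held 3 HRE core sites and 1 AP-1 site. The HRE core site in it at 124926151 to 124926156 was a palindromic CACGTG, in the context GACCTCCTTCACGTGACCTTCAGTA. So was the site at 124926491 to 124926496. The promoter region over the transcript start, 124948964 to 124949975, overlapped the 5′ UTR and part of the coding sequence of exon 1, with a level of 4.72 log2 CPM and 3 HRE core sites. Exon 1 also overlapped a region at 124947934 to 124948855, with a level of 3.44 log2 CPM and 2 HRE core sites. This region began 469 bp after the transcript start, so the rule used here made it a promoter region too. A further region in intron 1, 124922393 to 124923034, had a level of 3.25 log2 CPM and 1 HRE core site, also a palindromic CACGTG. Upstream of the gene, the region at 124954494 to 124955413 had its midpoint at -5629 bp relative to the transcript start, a level of 3.65 log2 CPM, no HRE core site and 1 AP-1 site. The region at 124960106 to 124960958, with its midpoint at -11208 bp, had a level of 2.98 log2 CPM and neither motif.

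**Figure D3:**
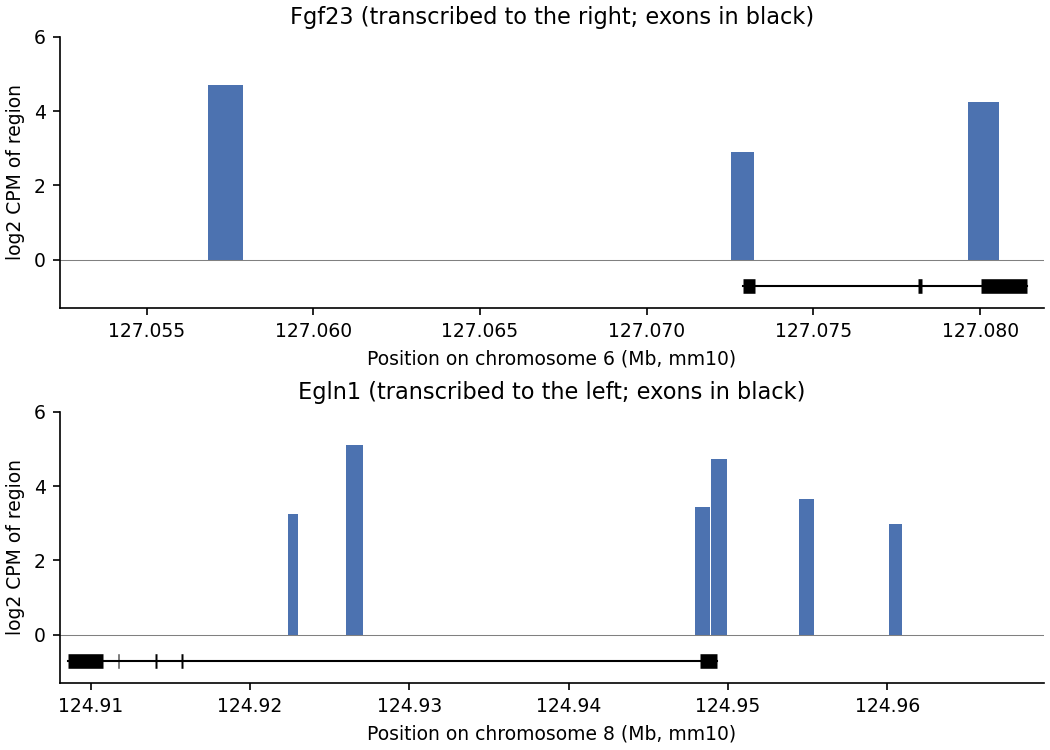
Bars show the merged regions at Fgf23 and Egln1 from 20 kb upstream to the gene end, with the position in Mb on the x axis, the width of each region to scale and its level in log2 CPM as the height. The transcript with its exons is drawn in black below, and the highest bars are the upstream region of Fgf23 at 4.69 and the intron 1 region of Egln1 at 5.11.

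Of the 5 widest regions, 4 are described. The widest, 3628 bp at 69408524 to 69412151 on chromosome 11, overlapped an exon of Kdm6b and had a level of 6.94 log2 CPM. A region of 3573 bp at 3341116 to 3344688 on chromosome 5 covered a promoter of Cdk6, with 6.02 log2 CPM. A region of 3215 bp at 133121634 to 133124848 on chromosome 7 overlapped Ctbp2 and Fgfr2, with 6.66 log2 CPM. A region of 3203 bp at 68880257 to 68883459 on chromosome 8 covered a promoter of Lpl, with 5.67 log2 CPM.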

Values the study reported

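The study reported 337 genes with higher expression and more open chromatin nearby in osteocytes than in MSCs. After FG-4592, 31 such genes were counted in osteocytes against their vehicle controls, and 25 genes stood on that osteocyte list but not on the matching list for MSCs.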

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

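No paired analysis was possible because the list holds no value per sample. The alternatives planned for the 5 comparisons between groups and for the regions called per group were not run for the same reason. Regions at least 200 bp wide were the whole list, so that this alternative could not move any value.

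The share of regions near transcript starts kept its direction and stayed above every random placement under all of its alternatives, from 18.8% with protein-coding genes to 34.7% with regions at least 500 bp wide. That width limit left 43265 regions with a median width of 832 bp and 43 regions at the fixed loci, and it moved the ratio of the X chromosome to the autosomes to 0.260 and that of chromosome 16 to the other autosomes to 1.29. Fewer regions enter under this limit by construction. The counts at the loci also depended on the upstream distance: with 50 kb the fixed loci held 110 regions and Fgf23 held 5, while with 10 kb they held 66 and Fgf23 held 2, without the region at -15531 bp. Joining regions within 500 bp raised the median width to 494 bp and reversed the spacing result, with 4.53% of pairs within 1000 bp, because the closest pairs are merged. With regions at least 500 bp wide, the spacing result kept its direction but was much smaller, at 1.11 times the random mean against 1.69 times in the full list.

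The rank of a motif's share among its arrangements depended on the motif. The HRE core share no longer ranked in the top 5% of arrangements as ACGTG only, at 27.1%, or as RCGTGC, at 18.6%, and the AP-1 share did not as TGANTCA, at 28.1%. The cause was not tested. The ratio of the HRE core to its flanks was the lowest or next to lowest of the arrangements in each alternative, while the AP-1 ratio ranked 1 in all but regions at least 500 bp wide, where it ranked 3. For the order of rows, whose alternatives were chosen after seeing the data, matching on width, promoter class and CpG number reversed the difference of the HRE core share in the first 1000 rows, from -7.54 to 0.768 percentage points, or to 1.89 points with the first 2000 rows. With log2 CPM matched as well, these were 0.422 and 1.68 points. The lower AP-1 share was inside the matched lists with the first 2000 rows under the main matching, at -1.01 points, and with CpG number in place of log2 CPM, at -1.15 points, but outside them when both were matched, at -3.35 points. Because the depth per sample is unknown, it cannot be said how many weak regions a deeper data set would add.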

Other observations

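The patterns in this part were noticed in the list, so the explanations are hypotheses tested on the same data. The tests of gene density, of extra copies with its threshold effect, of the X copy number and of the order at the fixed loci were chosen after part of the result had been seen. The list is pooled, so no comparison between groups was tested. For the chromosome patterns, no biological explanation other than copy number was tested.

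Chromosome 16 held more regions per Mb than any other chromosome in the full list. Gene density and GC content did not account for this: the number of regions was 1.93 times that expected from 1-Mb windows of the other autosomes, whose own ratios ran from 0.687 to 1.27. A few dense stretches did not account for it either, as 10 of 10 windows of 10 Mb along the chromosome held more regions than expected. CpG-rich promoters on chromosome 16 were 0.64 log2 CPM higher than those of all autosomes after GC and CpG content (95% interval 0.53 to 0.76, median of promoters with a region), against -0.32 to 0.26 on the other autosomes, and the median was above 0 in all 10 windows. The offset was 0.68 with promoters that lack a region counted as lowest and 0.52 with region width in the fit, both chosen after seeing the data. For comparison, 3 copies beside 2 of the other autosomes would give 0.58. That comparison assumes that the offset follows copy number, which was not tested on a chromosome of known copy number. The X, treated below, stood at -0.25 rather than the -1 of 1 copy, and its copy number is unknown. Regions with at least 3 log2 CPM on chromosome 16 were 1.55 times the expected number, above the range of 0.702 to 1.29 of the other autosomes. When each chromosome's offset was subtracted, the ratio for such regions was 1.02, inside the range of 0.707 to 1.16 of the other autosomes. Part of the drop from 1.93 to 1.02 thus came with the limit on level and part with the offset. A candidate explanation is therefore that some or all of the cultures carried extra copies of chromosome 16, which would lift weak regions over the calling threshold and fit their low median level. A karyotype or reads outside regions would be needed to test it, and a pooled list cannot show whether every culture was affected. If only some groups were, regions on this chromosome might differ between groups through copy number alone.

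Across the 19 autosomes, the ratio of observed to expected regions and the promoter offset rose together (Pearson r of 0.853, permutation p of 1e-05, the smallest that 100000 permutations can give, Spearman rho of 0.784, permutation p of 0.00012, 1 relation computed). Without chromosomes 16 and 7, the 2 farthest from the median ratio, r was 0.843 (permutation p of 4e-05). Chromosome 7 went against the relation, with the lowest ratio of the autosomes, 0.687, and an offset of 0.07. Leaving it out therefore favours the relation, and r without chromosome 16 alone was not computed. Smaller differences between some other autosomes may have the same source as that of chromosome 16, with the offset of 0.64 as the extreme. The values of chromosome 7 argue against this source for its own low density. Its regions with at least 3 log2 CPM were 0.715 times the expected number before its offset was subtracted and 0.707 times after. No test separated copy number from other influences on whole chromosomes.

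The X chromosome had 0.513 times the expected regions, below the lowest autosome at 0.687, so gene density and GC content did not account for all of its low density. They accounted for part of it, since the ratio of regions per Mb to the autosomes was 0.243 without them. A single X beside 2 copies of each autosome would place CpG-rich promoters of the X near -1 log2 CPM. Their offset was -0.25 (95% interval -0.45 to -0.12), which argues against a plain halving of the signal. It was -0.44 with promoters lacking a region counted as lowest, and -0.46 with region width in the fit. Of the CpG-rich promoters on the X, 78.5% had a region. The 7 regions on the Y chromosome point to Y sequence in at least some cultures, although reads shared with related genes on the X were not ruled out. For regions with at least 3 log2 CPM, the X had 0.658 times the expected number, below the lowest autosome at 0.702. When each chromosome's offset was subtracted, the ratio was 0.760, inside the range of 0.707 to 1.16 of the autosomes. These values cover strong regions only. What lowers the density on the X stays open.

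The rows of the list are ordered neither by position nor by level: 5.45% of neighbouring rows shared a chromosome, and Spearman's rho between row number and log2 CPM was -0.094. The file does not say what the order is. The tests below were chosen after the order had been compared with a shortened copy of the study's list for FG-4592 against vehicle in MSCs. A shortened copy cannot support such a comparison, so it is not a result here and nothing below rests on it. What the order stands for is unknown. Without matching, 45.5% of the first 1000 rows held an HRE core against 46.2% of later rows, but 12.8% of the first rows were promoter regions against 22.8% later, so this comparison is confounded. Against 10000 lists matched on width, log2 CPM and promoter class, the share was higher than in 0% of them, with a difference of -7.54 percentage points from their mean. Matching on width, promoter class and CpG number reversed this to 0.768 points above the mean, higher than in 70.1% of lists, and the core ranked 18 among the 24 arrangements. With the first 2000 rows and the same matching, chosen after seeing the data, the excess was 1.89 points, higher than in 97.6% of lists, and the core ranked 10 of 24. With log2 CPM matched as well it was little changed, at 1.68 points, higher than in 96.2% of lists. The matching on width, log2 CPM and promoter class, without CpG number, gave -5.50 points for the same rows, higher than in 0% of lists, so the direction depended on whether CpG number was matched. Among the first 1000 rows with at least 500 bp, matched on width, promoter class and CpG number, the share was below the mean, higher than in 26.4% of lists, and with log2 CPM matched as well the difference was -1.50 points. In simulated lists of 50000 rows with no excess implanted, the mean was 0.591 points with a standard deviation of 1.89. In 20 of 20 successive bins of 1000 rows, the HRE core was more frequent than in matched rows after row 20000, with ratios from 1.01 to 1.16, but the other arrangements were not tested by bin. Over the first 20000 rows together the excess was 2.94 points and the core ranked 1 of 24, close to the next arrangement (ratios of 1.063 and 1.060). There, all 24 arrangements had ratios above 1, 22 of them higher than in 99% of lists, and the median of the others was 1.04. Most of the excess was therefore shared by arrangements other than the HRE core, and none specific to the core was shown. AP-1 sites were more frequent in the first 1000 rows, 26.2% against 22.0%. Against lists matched on width, log2 CPM and promoter class, the difference from their mean was -4.51 points, and the share was higher than in only 0.060% of lists. These properties were thus enough to account for the excess, but they left a deficit without an explanation. With CpG number matched as well the difference was -6.83 points. With the first 2000 rows and no matching on CpG number it was -1.01 points, inside the matched lists.

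Regions at the 15 fixed loci stood early in the list more often than chance order gave. Of 76 regions, 9 (11.8%) were in the first 5% of rows, against 4.22 on average in draws matched on log2 CPM, higher than 97.7% of them. Counted by locus, 7 of the 15 had such a region, against 2.88 for random genes with as many regions, and 1.38% of draws gave as many. The loci were chosen by the study partly from these samples, so this is not independent evidence. The earliest were a Slc2a1 region in row 261 (chromosome 4, 119125376 to 119126298), the Egln1 intron 1 region in row 1045 and a Gpr35 region in row 1075. The Egln1 region at -5629 bp was in row 3521, while the 3 Fgf23 regions were in rows 50820, 78738 and 87612. Since it is unknown what the order stands for, no change at these loci follows from it, and the value of 97.7% is barely past the limit set for it.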
